A study of Mus musculus and Homo sapiens with 9 samples. Its data were reported in "MCM8 interacts with DDX5 to promote R-loop resolution" (2024).

How the data were processed

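CUT&Tag peak lists of 9 libraries were analysed: 5 from mouse embryonic fibroblasts (MEFs) and 4 from HEK293 cells, a human embryonic kidney line. Each group held 1 library, taken from its label: S9.6 antibody in Mcm8 WT, Mcm8 KO, shControl and shDdx5 MEFs, MEFs with no primary antibody, and in HEK293 cells mouse IgG, anti-FLAG after transfection with FLAG-MCM8, S9.6, and S9.6 after transfection with a plasmid labelled RNH1. There were no replicates, so no p-value was computed across peaks, and every interval given covers counting error only. The peak lists do not state whether duplicate reads were removed.

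The authors removed adapters and low-quality reads and aligned the MEF reads to mm10 and the HEK293 reads to hg38 with bowtie2 2.2.4. They called peaks with MACS2 2.2.7.1, 1 list per library, and did not use the no-antibody library as input in MEFs. Neither the calling threshold nor the use of IgG as input in HEK293 cells is stated. By their values, every MEF peak had a p of 0.001 or lower and every HEK293 peak a p of 1e-05 or lower, so a MEF list and a HEK293 list were never compared. The peak numbers of the HEK293 lists skipped 2090 peaks in IgG, 1465 in FLAG-MCM8, 1790 in S9.6 and 1978 in the list labelled RNH1, so these lists had been filtered after calling. The study names a fold above 2 with a p below 0.05 as its criterion for HEK293 peaks, but the lowest deposited fold was 1.79 in S9.6 and 1.72 in the list labelled RNH1 (2.04 in IgG and 2.87 in FLAG-MCM8), so that criterion on the deposited fold had not been applied to those 2 lists, and the rule behind the skipped numbers is unknown. The MEF lists skipped 0 numbers.

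For each peak the authors gave a fold enrichment (a ratio) at the summit over the local background that MACS2 estimates, with the −log10 of its Poisson p and the −log10 of its Benjamini-Hochberg q. The deposited score repeats the −log10 p on another scale and was not used. The summit was deposited as an offset from the peak start. These values per peak are the authors' own, depend on the depth of their library, and were not compared peak by peak between lists. They were used to rank, filter and describe peaks within a list, to count the peaks of each list that pass the same q or fold, and to recover depth as below. A q depends on every p of its list, so the same q can be a different p in another list.

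Read totals were not used here, so depth was recovered from the peaks. A fold and a Poisson p together fix the whole-number pileup at the summit and the local background, and these were solved for at least 99.9% of the peaks of every list, leaving out peaks with a −log10 p of 250 or more. The most frequent background of a list, taken as the floor of the genome, was divided by the length of its shortest peak to give fragments per Mb. The step takes the shortest peak for the fragment length that MACS2 used, which the lists do not state, so these depths are relative. The recovery was tested on simulated data, in which it found the pileup of all 5000 simulated peaks, and the counting of overlaps was tested on 9900 simulated peaks, in which it found all 1980 planted overlaps.

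Peaks on autosomes, X and Y were kept, and mitochondrial peaks were left out (0 in each MEF list, 6 in IgG, 8 in FLAG-MCM8, 9 in S9.6 and 7 in the list labelled RNH1). Peaks were called shared when they had at least 1 bp in common (bedtools 2.31.1). A peak unique to a list is written KO-only, WT-only, shDdx5-only or shControl-only, each against its own partner. Shares are given with 95% Wilson intervals, differences between shares with intervals built from these, and ratios of peak counts with Poisson intervals on the log scale. Where a value from random placements is given, the overlap was set beside 1000 placements of the first list on the same chromosomes with peak widths kept (bedtools shuffle, fixed seeds), or, in a set added after the data were seen, beside 1000 placements that also kept each peak's distance to a transcription start site (TSS). The other overlaps were not set beside placements. A peak was at a promoter when its midpoint lay within 1 kb of a TSS in GENCODE M21 (mouse) or 44 (human). Sequences of 41 bp around summits were taken from the mm10 and hg38 references on the plus strand. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

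The comparisons, the alternatives and the rule for naming loci were chosen before the data were examined. Loci named by this rule were a fixed list (mouse Mcm8, Ddx5, Dhx9, Cdk4, Chchd7 and Armc10, human MCM8, RNASEH1, RNH1, DDX5, DHX9, CDK4, GMNN, USP37 and FBXO4) and the 3 peaks with the highest −log10 q among KO-only peaks, shDdx5-only peaks, KO-only peaks that overlap a shDdx5-only peak, FLAG-MCM8 peaks that overlap an S9.6 peak but no IgG peak, and S9.6 peaks without a peak in the list labelled RNH1. The alternatives were a q of 1e-05 or lower, a fold of at least 4, all sequences, peaks within 500 bp merged, peaks with a control peak left out, at least 50% of both peaks in common, peaks within 1 kb counted as overlapping, the same number of strongest peaks from each list, promoters within 3 kb, and TSSs of protein-coding genes only. A q of 0.05 or lower in the MEF lists was added after the data were seen. The split of peaks by signal that the study made with MAnorm, its gene ontology terms and its signal tracks need reads or tables that were not used here.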

Results

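R-loops are structures in which RNA pairs with 1 strand of DNA and displaces the other. They were mapped by CUT&Tag, in which an antibody directs a transposase to its target and the DNA beside it is tagged and sequenced. The S9.6 antibody binds RNA-DNA hybrids, and an anti-FLAG antibody was used to map a FLAG-tagged MCM8, a helicase. Of the 9 libraries, 5 were from MEFs and 4 from HEK293 cells, with 1 library in each group. MEFs were Mcm8 WT, Mcm8 KO, shControl or shDdx5 (knockdown of the RNA helicase DDX5), each with S9.6, and 1 MEF library had no primary antibody. HEK293 cells had mouse IgG, anti-FLAG after transfection with FLAG-MCM8, S9.6, or S9.6 after transfection with a plasmid labelled RNH1, by which the study means RNase H1, an enzyme that degrades the RNA of a hybrid. With no replicates, a difference that exceeds counting error still compares these libraries and not the conditions.

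The WT list held 6481 peaks, the KO list 9605, the no-antibody list 4314, the shControl list 12259 and the shDdx5 list 11768. In HEK293 cells, IgG gave 17178 peaks, FLAG-MCM8 13295, S9.6 15147 and the list labelled RNH1 12497. Recovered depths were 6490 fragments per Mb in WT, 5729 in KO, 6822 in shControl and 7001 in shDdx5. The no-antibody library had 719.8 fragments per Mb, and its lowest peak had a pileup of 3 fragments against 6 or 7 in the S9.6 lists. The HEK293 libraries had 10923 (IgG), 8314 (FLAG-MCM8), 10395 (S9.6) and 11050 (labelled RNH1) fragments per Mb. Many MEF peaks were weak. A q of 0.05 or lower was reached by 32.7% of WT peaks, 36.1% of KO peaks, 8.76% of no-antibody peaks, 28.1% of shControl peaks and 60.5% of shDdx5 peaks, and by 100% of the peaks of each HEK293 list.

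**Figure D1:**
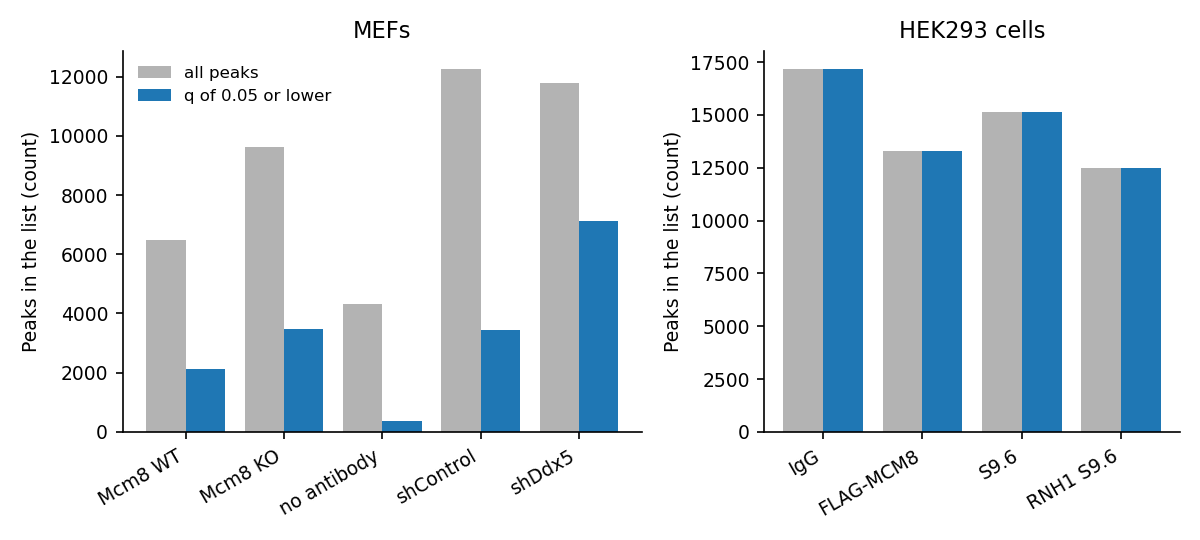
Number of peaks in each of the 5 MEF and 4 HEK293 lists (y axis, count; grey, all peaks; blue, peaks with the authors' q of 0.05 or lower), 1 library per bar. The shControl bar is the tallest MEF bar over all peaks (12259), and shDdx5 is the tallest at a q of 0.05 or lower (7119).

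The targeted genes were examined first, as a check of the labels. A peak list does not measure expression, so it cannot show the loss of MCM8 or DDX5 in MEFs. At Mcm8 (chromosome 2, 132816141 to 132844197, mm10) there was no peak in the WT, shControl and no-antibody lists. The KO list had a peak over exon 1 in the 5′ UTR (132816436 to 132816690, fold 3.31), and the shDdx5 list had a peak just upstream, over exon 1 of the neighbouring gene Trmt6 (132815704 to 132816126, fold 4.31). The promoter of Ddx5 (chromosome 11, 106780355 to 106789185) carried a peak in the KO, shControl and shDdx5 lists and none in the WT list.

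At human MCM8 (chromosome 20, 5950652 to 5998977, hg38) the 3 FLAG-MCM8 peaks were the strongest of that list. They lay on coding exons 9 and 10 (5967426 to 5968037, fold 21.6, −log10 p 3893), on exon 15 (5984789 to 5985006, fold 11.1) and on exon 16 (5985914 to 5986132, fold 10.2), and their ends were at most 12 bp from a coding exon edge. A peak with the same start and end as the first was the strongest of the S9.6 list (fold 19.7) and the fourth strongest of the list labelled RNH1 (fold 17.7), and the IgG list had none. For the S9.6 library the label names no transfection. The list labelled RNH1 had no peak bounded by coding exons of RNASEH1 or RNH1. The longest coding exons of these genes (165 and 171 bp) are shorter than its shortest peak (224 bp), so a construct peak could have been missed there, although such peaks do occur over neighbouring short exons, as at MCM8 exons 9 and 10. The RNH1 label was therefore neither shown nor contradicted. RNASEH1 had an S9.6 peak at its TSS (chromosome 2, 3558123 to 3558547) and, in the list labelled RNH1, an intronic peak (3550918 to 3551253). RNH1 had a TSS peak in both of these lists. The IgG list had 2 peaks on coding exons of DDX5 (chromosome 17, 64499913 to 64500779 with fold 12.3, and 64502966 to 64503570 with fold 2.73), of which 3 of 4 ends lay within 20 bp of a coding exon edge. Across the peaks over coding exons in the IgG list, 12.6% of ends did (95% interval 11.1 to 14.2%).

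**Figure D2:**
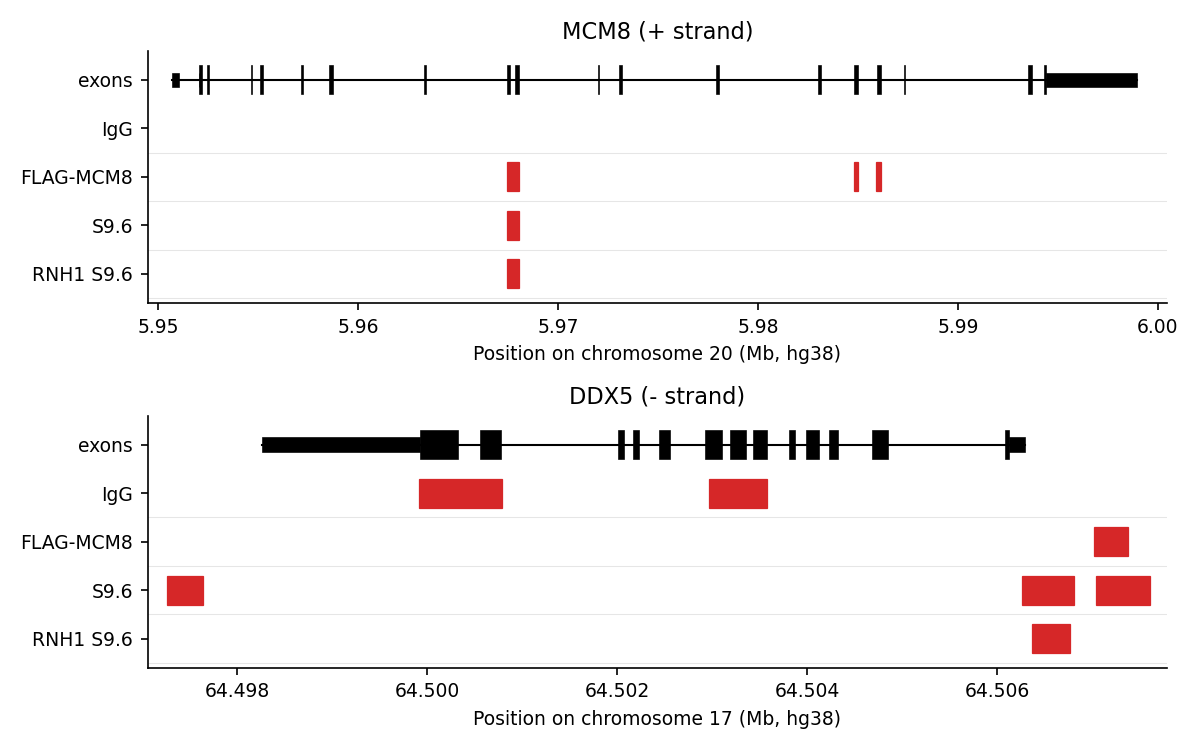
Maps of MCM8 (chromosome 20) and DDX5 (chromosome 17) in hg38, with position in Mb on the x axis, exons of 1 transcript in black (UTRs thinner) and the peaks of the 4 HEK293 lists in red, 1 line per list. Peaks on MCM8 exons appear in FLAG-MCM8, S9.6 and the list labelled RNH1, and peaks on coding exons of DDX5 after the first appear in IgG alone.

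The first question of the design was whether loss of MCM8 adds R-loop peaks. The KO list held 3124 more peaks than the WT list, a ratio of 1.48 (95% interval 1.44 to 1.53). Peaks covered 3.52 Mb in KO and 2.43 Mb in WT, a ratio of 1.45, and their mean widths were 367 and 374 bp. The KO library was not the deeper, at 0.883 of the depth of WT. Of the alternatives, a q of 1e-05 or lower moved the ratio most, to 1.87 (367 and 196 peaks).

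Most peaks were in only one of these lists. Of the KO peaks, 1584 of 9605 overlapped a WT peak (16.5%, 95% interval 15.8 to 17.2%), and of the WT peaks 1588 of 6481 overlapped a KO peak (24.5%, 23.5 to 25.6%). Random placements gave a mean of 0.201% of KO peaks and at most 0.354%. The overlap depended on the strength of the peak, from 4.16% (3.43 to 5.04%) in the weakest 25% of KO peaks by p to 42.0% (40.1 to 44.01%) in the strongest 25%. The largest move under an alternative was to 31.3%, at a q of 1e-05 or lower. The WT peaks overlapped shDdx5 peaks more often (29.9%, 28.8 to 31.0%) than KO peaks, and KO peaks overlapped shDdx5 peaks (26.5%, 25.6 to 27.4%) more often than WT peaks. The shDdx5 list is longer, at 11768 peaks, which alone can raise its overlaps. A peak of the shControl list, at 12259 peaks, was overlapped by 17.8% (17.0 to 18.5%) of KO peaks and 21.5% (20.5 to 22.5%) of WT peaks.

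**Figure D3:**
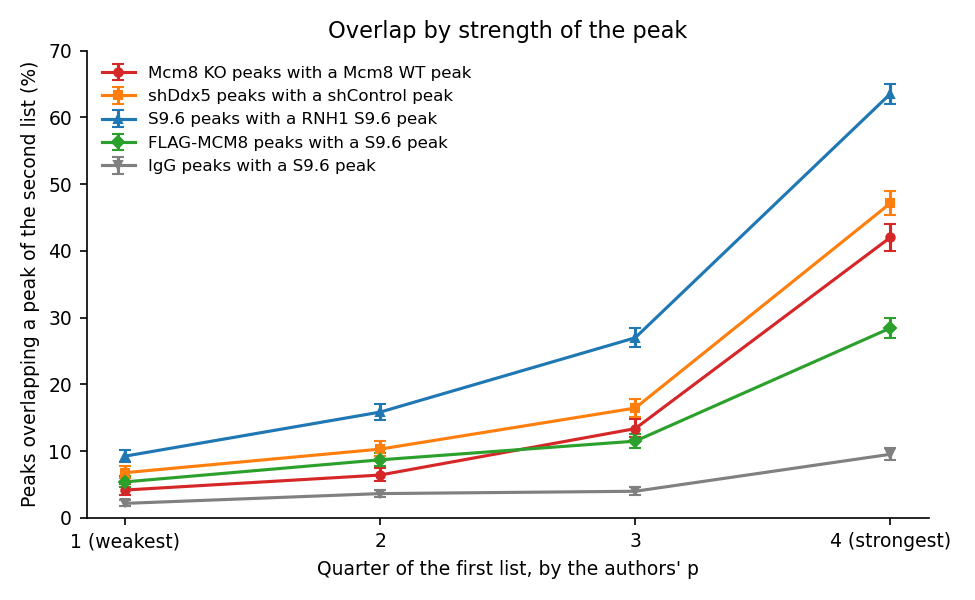
Share of peaks that overlap a peak of a second list (y axis, %) by strength of the peak in its own list (x axis, 4 classes of equal size by the authors' p, 1 weakest), 1 line per pair of lists, with 95% Wilson intervals. Every line rises, KO peaks with a WT peak from 4.16 to 42.0% and IgG peaks with an S9.6 peak from 2.17 to 9.52%.

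Background was measured in MEFs without primary antibody. A no-antibody peak was overlapped by 80 WT peaks (1.23%, 0.993 to 1.53%), 110 KO peaks (1.15%, 0.951 to 1.38%), 102 shControl peaks (0.832%, 0.686 to 1.01%) and 125 shDdx5 peaks (1.06%, 0.892 to 1.26%). Random placements reached at most 0.309, 0.239, 0.237 and 0.280%. The library had 0.111 of the depth of WT, so an absent no-antibody peak is weak evidence against background at a place. Among the strongest 20 peaks of each list, 8 in WT, 9 in KO, 11 in shControl and 10 in shDdx5 overlapped a no-antibody peak.

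For the knockdown of DDX5, the number of peaks fell by 491 from shControl to shDdx5, and the ratio was 0.960 (0.936 to 0.985). The direction depended on the threshold. With a q of 0.05 or lower the shDdx5 list had 7119 peaks and shControl 3442 (ratio 2.07). At a q of 1e-05 or lower it had 949 against 198 (4.79), and at a fold of at least 4 it had 3370 against 2455 (1.37). At the Ddx5 promoter a −log10 p of 6.06 gave a −log10 q of 2.29 in shDdx5, while 6.68 gave 2.23 in shControl. There the same q was a laxer p in shDdx5, so the ratios by q compare unlike p cut-offs. Covered length was 4.95 Mb in shDdx5 and 4.07 Mb in shControl, with mean widths of 421 and 332 bp. A shControl peak was overlapped by 2373 of the 11768 shDdx5 peaks (20.2%, 19.5 to 20.9%), against at most 0.586% in random placements.

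Whether both losses add R-loops at the same places was asked with the peaks unique to each list. Of 8021 KO-only peaks, 838 overlapped a shDdx5-only peak (10.4%, 9.80 to 11.1%), while random placements gave at most 0.511%, or 2.53% when the distance to a TSS was kept. Of 4893 WT-only peaks, 461 did so (9.42%, 8.63 to 10.3%). The difference of 1.03 percentage points had an interval from -0.0450 to 2.07 and was not detectable at this number of peaks. It was 2.84 percentage points (1.69 to 3.99) with the same number of peaks from each list. With at least 50% of both peaks in common it was 1.30 (0.374 to 2.198), and both are beyond counting error. When peaks within 1 kb counted as overlapping it was -0.0712. The same number of peaks keeps all 6481 WT peaks but only the strongest 6481 of 9605 KO peaks. The share of KO peaks with a shDdx5 peak rose with strength, from 9.37 to 59.3% over 4 classes. A higher KO-only share can therefore follow from that alternative alone. A shControl-only peak was overlapped by 4.28% (3.86 to 4.74%) of KO-only peaks and 4.93% (4.35 to 5.57%) of WT-only peaks. KO-only and WT-only peaks thus overlapped shDdx5-only peaks more often than shControl-only peaks, both by more than their counting error.

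**Figure D4:**
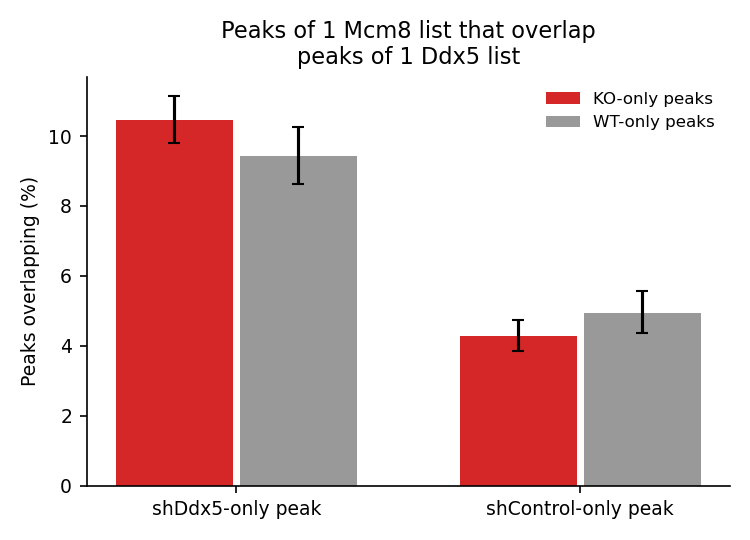
Share of KO-only (red) and WT-only (grey) peaks that overlap a shDdx5-only peak (left) or a shControl-only peak (right), in %, with 95% Wilson intervals. Both classes reach about the same height against shDdx5-only peaks (10.4 and 9.42%) and are lower against shControl-only peaks (4.28 and 4.93%).

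In HEK293 cells the question was whether MCM8-binding sites lie at R-loops. An IgG peak was overlapped by 666 of 13295 FLAG-MCM8 peaks (5.01%, 4.65 to 5.39%), against at most 0.662% in random placements. An S9.6 peak was overlapped by 1795 FLAG-MCM8 peaks (13.5%, 12.9 to 14.1%), against at most 0.624% in random placements and 3.08% when the distance to a TSS was kept. IgG peaks overlapped S9.6 peaks less often, at 829 of 17178 (4.83%, 4.52 to 5.16%), a difference of 8.68 percentage points beyond counting error. Without the FLAG-MCM8 peaks that had an IgG peak, 1483 of 12629 overlapped an S9.6 peak (11.7%, 11.2 to 12.3%). The 666 FLAG-MCM8 peaks with an IgG peak overlapped S9.6 peaks most often (46.8%, 43.1 to 50.6%). The list labelled RNH1 was overlapped by 12.9% (12.4 to 13.5%) of FLAG-MCM8 peaks.

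RNase H1 serves as the specificity control for S9.6. The number of peaks fell by 2650 from the S9.6 list to the list labelled RNH1 (ratio 0.825, 0.806 to 0.845), at 1.06 times the depth. Of the S9.6 peaks, 4378 of 15147 overlapped a peak labelled RNH1 (28.9%, 28.2 to 29.6%), and 35.1% (34.2 to 35.9%) of the peaks labelled RNH1 overlapped an S9.6 peak. The share of S9.6 peaks with such a peak rose from 9.24% (8.36 to 10.2%) in the weakest 25% to 63.6% (62.0 to 65.1%) in the strongest 25%.

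Peaks at promoters made up 37.1% of the WT list (36.0 to 38.3%), 36.2% of KO (35.2 to 37.1%), 27.2% of shControl (26.5 to 28.0%) and 43.0% of shDdx5 (42.1 to 43.9%), beside 8.41% (7.62 to 9.28%) without primary antibody. The KO and WT shares differed by -0.971 percentage points, with an interval from -2.49 to 0.546, and were not distinguishable. The KO less WT difference was -2.34 percentage points (-3.91 to -0.767) within 3 kb of a TSS and -1.56 (-3.05 to -0.0697) with protein-coding genes only, both beyond counting error. At a q of 0.05 or lower it was -1.16 (-3.82 to 1.515), within counting error. The KO share was the higher by 8.18 percentage points at a q of 1e-05 or lower and by 7.84 with the same number of peaks from each list. The last keeps the strongest 4314 peaks of each list, a smaller part of the KO list, which favours the KO share. The shDdx5 share exceeded that of shControl by 15.8 percentage points (14.6 to 17.0), and by between 6.84 and 22.7 under the alternatives. KO peaks shared with WT were at promoters in 74.0% of cases (71.8 to 76.1%), KO-only peaks in 28.7% (27.7 to 29.7%) and WT-only peaks in 25.3% (24.1 to 26.5%). The share was 35.9% (35.0 to 36.9%) for shDdx5-only peaks and 16.7% (15.9 to 17.4%) for shControl-only peaks.

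In HEK293 cells 21.3% (20.6 to 22.0%) of FLAG-MCM8 peaks, 43.5% (42.7 to 44.3%) of S9.6 peaks and 42.9% (42.0 to 43.7%) of peaks labelled RNH1 were at promoters, beside 10.2% (9.80 to 10.7%) of IgG peaks. Within 3 kb of a TSS the FLAG-MCM8 share was 33.2% (32.4 to 34.0%). FLAG-MCM8 peaks with an S9.6 peak were at promoters in 58.0% of cases (55.7 to 60.3%), and those without in 15.5% (14.9 to 16.2%). S9.6 peaks with a peak labelled RNH1 were at promoters in 66.4% (65.0 to 67.8%) and those without in 34.2% (33.3 to 35.1%).

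**Figure D5:**
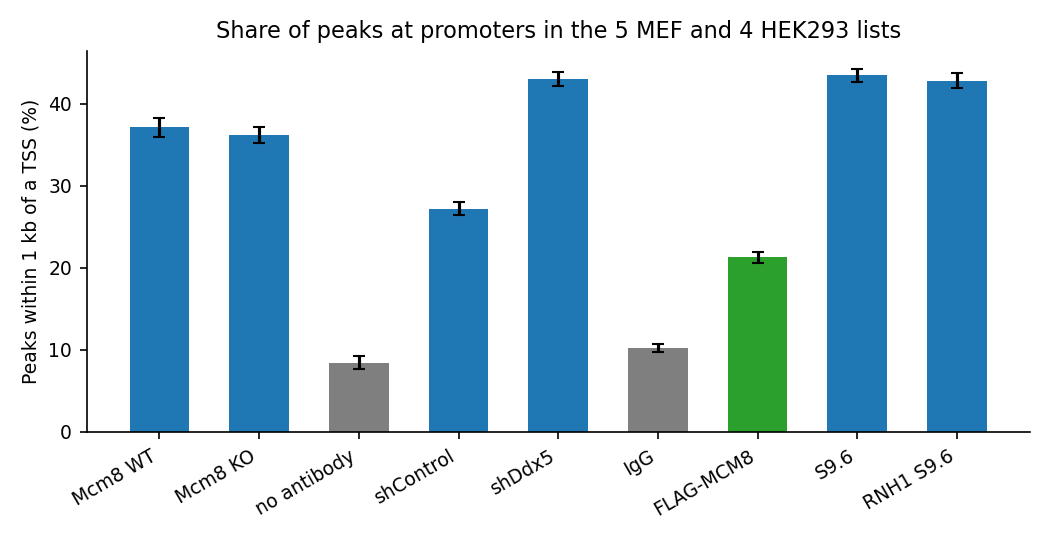
Share of the peaks of each list with a midpoint within 1 kb of an annotated TSS (y axis, %), with 95% Wilson intervals, 1 library per bar (blue, S9.6; green, anti-FLAG; grey, no primary antibody or IgG). The controls are the lowest bars of each species, at 8.41% without primary antibody and 10.2% with IgG.

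At the loci fixed beforehand in MEFs, Chchd7 (chromosome 4, 3938888 to 3951046) had a promoter peak in each of the 4 S9.6 lists and none without antibody. Cdk4 had a promoter peak in KO (chromosome 10, 127063311 to 127063609, fold 3.75) and in shDdx5 (127063258 to 127063812, fold 3.73) only. Dhx9 had an intronic peak in KO (chromosome 1, 153474573 to 153474806) and a promoter peak in shControl (153487012 to 153487426). Armc10 had a peak over exon 1 in KO (chromosome 5, 21645784 to 21646249, fold 7.35, −log10 q 10.4) and in shDdx5 (21645741 to 21646352, fold 7.82, −log10 q 14.3), and none in WT, shControl or the no-antibody list. It was the second among KO-only peaks, the third among shDdx5-only peaks and the first among KO-only peaks overlapping a shDdx5-only peak. The 41 bp around its KO summit at 21645801 read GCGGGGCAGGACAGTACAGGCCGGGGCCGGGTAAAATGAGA.

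The strongest KO-only peak lay in an intron of Bicdl1, 97 bp from a TSS (chromosome 5, 115652931 to 115653235, fold 6.94), with summit sequence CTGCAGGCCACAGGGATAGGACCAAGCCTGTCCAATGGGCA. The third lay 169 bp from the TSS of Fxr2 (chromosome 11, 69632659 to 69632983, fold 6.74). Both overlapped shControl and shDdx5 peaks. The strongest shDdx5-only peak lay in an intron of Gm4076 (chromosome 13, 85126562 to 85127398, fold 10.8) and was also present in WT, KO and the no-antibody list. The next lay in an intron of Fbxw4 (chromosome 19, 45649935 to 45650271, fold 9.54) and was also present in WT and KO. After Armc10, the strongest KO-only peaks with a shDdx5-only peak were over exon 1 of Paip2b (chromosome 6, 83831451 to 83832008, fold 6.28) and of Prkcsh (chromosome 9, 22002660 to 22002924, fold 6.26), both in the 5′ UTR.

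In HEK293 cells, CDK4, GMNN and USP37 each had a TSS peak in the FLAG-MCM8 list, the S9.6 list and the list labelled RNH1, and IgG had none there. At CDK4 the FLAG-MCM8 peak spanned 57752326 to 57753102 on chromosome 12 (fold 5.18) and the S9.6 peak 57752239 to 57752669 (fold 6.08). At GMNN they spanned 24774988 to 24775586 on chromosome 6 (fold 8.15) and 24774978 to 24775631 (fold 5.62). FBXO4 had a TSS peak in FLAG-MCM8 (chromosome 5, 41925123 to 41925532, fold 4.29) and in S9.6 (41925026 to 41925551, fold 6.10), and none in the list labelled RNH1. DHX9 had a TSS peak and an intronic peak in the S9.6 list and in the list labelled RNH1, and none in FLAG-MCM8 or IgG. DDX5 had TSS peaks in the FLAG-MCM8 list, the S9.6 list and the list labelled RNH1, and the second of its IgG peaks on coding exons lay 167 bp from an internal TSS.

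Among FLAG-MCM8 peaks with an S9.6 peak and no IgG peak, the strongest was the one on MCM8 exons 9 and 10, around the summit sequence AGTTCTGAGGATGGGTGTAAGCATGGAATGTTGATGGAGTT. The second lay between genes (chromosome 1, 236097111 to 236097400, fold 15.3) and the third in an intron of FOXK2, 238 bp from a TSS (chromosome 17, 82586218 to 82586517, fold 13.4). All 3 also had a peak in the list labelled RNH1. The strongest S9.6 peaks without a peak labelled RNH1 lay between genes (chromosome 10, 128464381 to 128464620, fold 11.3), over exon 1 of FAM162A (chromosome 3, 122384067 to 122384393, fold 11.0) and 305 bp from the TSS of ELL (chromosome 19, 18522174 to 18522668, fold 8.73). The last 2 of these also had a FLAG-MCM8 peak.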

Values the study reported

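The study reported that 24% of R-loop peaks were shared between WT and KO MEFs. In HEK293 cells it placed 33% of MCM8-binding sites in promoters. It counted 1008 of 10572 MCM8-binding sites, about 10%, as co-occurring with R-loop signals, and 835 of these 1008, or 82.8%, as lying in promoters. Between MCM8-deficient and DDX5-knockdown MEFs it counted 870 shared gain peaks.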

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

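Loss of MCM8 and knockdown of DDX5 are both meant to remove a factor that limits R-loops, yet on 3 measures the KO library moved one way from WT and the shDdx5 library moved the other way from shControl. The difference between the directions was not tested, since each arm is 1 library. The tests in this part were chosen after the results were seen, except that of the lowest pileup.

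The peak count rose by 3124 from WT to KO and changed by -491 from shControl to shDdx5. The other direction was shared on related measures: covered length was higher in both KO (by 1.10 Mb) and shDdx5 (by 0.880 Mb), and so was the number of peaks with a q of 0.05 or lower (by 1354 and 3677). A deeper KO library is argued against by its depth, which was 0.883 of that of WT. MACS2 calls peaks on whole numbers of fragments, so the lowest pileup that passes can differ between libraries (6 in KO and 7 in WT). At a common pileup of 7 or more there were still 8822 KO and 6481 WT peaks. This step can thus account for part of the excess in KO but not for all of it. Among peaks with a q of 0.05 or lower the excess was 1.64-fold, although the same q can be a different p in each list. A shallower shDdx5 library is likewise argued against, since it had 1.03 times the depth of shControl. The lowest pileup was 7 in shDdx5 and 6 in shControl, and without each list's lowest class the ratio of counts was 0.999, with a counting interval from 0.973 to 1.03. That ratio sets shControl peaks with a pileup of 7 or more beside shDdx5 peaks above 7, so it keeps the step and cannot decide. At a common pileup of 7 or more there were 11768 shDdx5 and 11132 shControl peaks, so the deficit in shDdx5 was absent there. The step thus remains a candidate for the deficit, but it cannot be told apart from another source of weak shControl peaks. Loss of DDX5 itself remains open as a biological source of the larger number of strong peaks and was not tested separately from the library.

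The share of peaks that overlap a no-antibody peak changed by -0.0891 percentage points from WT to KO and by 0.230 from shControl to shDdx5. The intervals of these changes (-0.446 to 0.246 and -0.0151 to 0.479) include 0, so each is within counting error. The shares themselves are low, and a shallow no-antibody library is a candidate explanation, as it had 0.111 of the depth of WT. Weak calls in both lists were examined through the 20 strongest peaks of each of the 4 S9.6 lists, of which 47.5% (36.9 to 58.3%) had a no-antibody peak. Some places recur in all 4 lists, so these 80 peaks are not independent and the interval is too narrow. Among the strongest 100 the share was lower, at 20% in WT, 18% in KO, 20% in shControl and 25% in shDdx5. This does not reach a clear majority and cannot be told apart from a background restricted to few places. No biological explanation was tested.

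The share of peaks at promoters changed by -0.971 percentage points from WT to KO, within counting error, and by 15.8 from shControl to shDdx5. At a q of 1e-05 or lower both shares rose, by 8.18 in KO (1.37 to 15.45) and by 6.84 in shDdx5 (1.40 to 13.25). With the same number of peaks from each list they rose by 7.84 (5.73 to 9.93) and 22.7 (20.6 to 24.7), although that alternative favours the KO share by its construction. Under the other alternatives the directions stayed opposite. Weak calls that dilute the shControl list are argued against as the whole cause, since a difference of 8.73 percentage points stayed among peaks with a q of 0.05 or lower (54.5% in shDdx5 and 45.8% in shControl). Peaks of shDdx5 over 10 kb from a TSS had a median GC content 0.935 percentage points above that of shControl. This is under the margin of 2 points taken for a GC bias but in its direction. At matched GC content of the peaks, the difference in promoter share was 3.77 percentage points (2.89 to 4.65), so most of it went away. Promoters are rich in GC and matching removes promoters too, so a stronger GC bias of the shDdx5 library cannot be told apart from a gain at promoters. Knockdown of DDX5 may raise promoter peaks, as a hypothesis that 1 library per arm leaves open, beside any difference between the cultures.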

How the results depend on the processing

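Each result was recomputed under the alternatives listed for it, with the other choices kept, in 112 comparisons. Of these, 55 stayed within the counting interval or within 1.5 times the count, 51 moved beyond it and 6 changed direction. The q of 0.05 or lower was the alternative chosen after the results were seen. No paired analysis was possible because each group holds 1 library. Leaving out peaks with a control peak was not run for results that name the control, which are FLAG-MCM8 with IgG, S9.6 with no antibody and the differences between FLAG-MCM8 and IgG. A fold of at least 4, all sequences and merging were not run for promoter shares, and a q of 0.05 or lower was run for MEF lists only. Where they were run, all sequences changed nothing in MEFs, whose lists hold 0 peaks on other sequences, and merging peaks within 500 bp moved no result beyond its interval.

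The ratio of KO to WT peak counts stayed between 1.48 and 1.87 and that of the list labelled RNH1 to S9.6 between 0.747 and 0.825. The ratio of shDdx5 to shControl changed direction, to 4.79 at a q of 1e-05 or lower, 2.07 at a q of 0.05 or lower and 1.37 at a fold of at least 4. The thresholds of q fall at unlike p in these lists, and part of those ratios may come from this. A fold of at least 4 keeps the stronger peaks, of which shDdx5 has more, and why it has more was not tested.

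The alternatives of threshold moved the overlaps. Each threshold was applied to both lists of an overlap, so the list overlapped was shorter as well. At a q of 1e-05 or lower, KO peaks with a WT peak came to 31.3%, S9.6 peaks with a no-antibody peak to 1.58%, shDdx5 peaks with a shControl peak to 16.2%, KO-only peaks with a shDdx5-only peak to 46.4% (9.39 percentage points above WT-only, interval from -3.06), FLAG-MCM8 peaks with an IgG peak to 7.07% and with an S9.6 peak to 19.9% (15.1 points above IgG), and S9.6 peaks with a peak labelled RNH1 to 35.0%. At a q of 0.05 or lower the first 4 of these came to 25.3, 0.632, 18.2 and 23.2%. With a fold of at least 4, KO peaks with a WT peak came to 23.3%, shDdx5 with shControl to 22.5%, KO-only with shDdx5-only to 18.1%, FLAG-MCM8 with IgG to 3.41% and with S9.6 to 11.8% (7.65 points above IgG), and S9.6 with the list labelled RNH1 to 27.8%.

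The definition of overlap moved the shares by its construction. With at least 50% of both peaks in common, they came to 11.4% for KO with WT, 0.556% for S9.6 with no antibody, 12.2% for shDdx5 with shControl, 8.52% for KO-only with shDdx5-only, 2.71% for FLAG-MCM8 with IgG and 7.76% with S9.6 (5.09 points above IgG), and 19.8% for S9.6 with the list labelled RNH1. Counting peaks within 1 kb gave 18.7, 1.66, 23.4, 11.8, 7.41, 16.8 (9.94 points above IgG) and 32.9% in the same order. There the KO-only share came to -0.0712 percentage points relative to the WT-only share, a change of direction within counting error. With the same number of peaks from each list, KO with WT came to 22.5%, S9.6 with no antibody to 1.81%, FLAG-MCM8 with IgG to 4.45%, S9.6 with the list labelled RNH1 to 33.1%, the difference of FLAG-MCM8 from IgG to 7.69 points and that of KO-only from WT-only to 2.84 points. The last keeps all WT peaks but only the strongest 6481 of 9605 KO peaks, so it can follow from this alternative alone. The difference of KO-only from WT-only was 1.30 points with at least 50% of both peaks in common. Its interval from 0.374 to 2.198 excludes 0, where the interval without the alternative includes 0. Without peaks that have a control peak, FLAG-MCM8 with S9.6 came to 11.6% and S9.6 with the list labelled RNH1 to 27.1%.

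The promoter share of KO less that of WT changed direction, to 8.18 percentage points at a q of 1e-05 or lower, and the cause was not tested. It also came to 7.84 with the same number of peaks, 4314, from each list. That keeps a smaller part of the 9605 KO peaks than of the 6481 WT peaks. The promoter share rose with strength in both lists, from 21.7 to 62.3% over 4 classes in KO and from 24.1 to 61.9% in WT. A higher KO share can therefore follow from this alternative alone. At a q of 0.05 or lower the KO less WT difference was -1.16 (-3.82 to 1.515), within counting error. Within 3 kb it was -2.34 (-3.91 to -0.767) and with protein-coding genes only -1.56 (-3.05 to -0.0697), intervals that exclude 0. That of shDdx5 less shControl came to 13.9 within 3 kb, 6.84 at a q of 1e-05 or lower, 8.73 at a q of 0.05 or lower and 22.7 with the same number of peaks. That of FLAG-MCM8 less IgG came to 10.15 with protein-coding genes only and 16.7 at a q of 1e-05 or lower. The list labelled RNH1 less S9.6 came to -3.96 with the same number of peaks (-5.19 to -2.73) and was -1.63 at a q of 1e-05 or lower (-3.20 to -0.0615), intervals that exclude 0, where the interval without the alternative (-1.80 to 0.550) includes 0. The same number of peaks kept only the strongest 12497 of 15147 S9.6 peaks, which favours the S9.6 share in the same way. The cause of the other moves was not tested.

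Depth limits the comparison with the no-antibody library most. Its peaks rest on a median of 3 fragments, against 8 to 10 in the MEF S9.6 lists, so a place without a no-antibody peak was not shown to be free of background.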

Other observations

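The tests in this part that were chosen before their results were seen are the overlap by strength of KO peaks and the promoter peaks of IgG. The placements that keep the distance to a TSS were added after the data were seen. All other tests here were chosen after the result was seen.

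The S9.6 lists of WT and KO MEFs overlapped little, and a candidate explanation is the number of weak calls near the threshold. The share of KO peaks with a WT peak was 10.1 times higher in the strongest than in the weakest 25% of KO peaks. The same rise was present between shDdx5 and shControl, from 6.76 to 47.1%. Keeping only peaks with a q of 0.05 or lower, or of 1e-05 or lower, gave 25.3 and 31.3% of KO peaks with a WT peak. For shDdx5 with shControl these thresholds lowered the share from 20.2% to 18.2 and 16.2%, while a fold of at least 4 gave 22.5%. Most KO and shDdx5 peaks stayed unshared at each threshold. However, each threshold also shortened the second list. At a q of 1e-05 or lower it left 196 WT peaks beside 367 KO peaks, and 198 shControl peaks beside 949 shDdx5 peaks. That limits how high these shares can go, so they cannot decide whether weak calls are the whole cause. Loss of MCM8 moving the peaks was examined at equal list sizes. WT peaks overlapped KO peaks 1.25 times as often as shControl peaks, at 22.5 and 18.0%, and shDdx5 peaks most often, at 25.9%. Since the cultures differ in more than MCM8, the effect of its loss cannot be told apart from that of the culture or the library.

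KO-only and WT-only peaks were both more often at shDdx5-only than at shControl-only peaks. A preference of both lists for promoters is a candidate explanation of this contrast. KO-only peaks overlapped shDdx5-only peaks 2.44 times as often as shControl-only peaks (2.16 to 2.77), and placements that kept the distance to a TSS gave a ratio of 2.69. In parts chosen after this was seen, the ratio was 4.22 (3.51 to 5.07) at promoters and 1.26 (1.05 to 1.51) away from them, against 3.63 and 1.32 in placements. The amount of overlap is another matter. For that, such a preference is argued against as the whole cause, because the placements gave at most 2.53% overlap of KO-only with shDdx5-only peaks, against 10.4% observed. They use every annotated TSS, so a preference for the active ones stays open. Places that only loss of MCM8 or DDX5 opens would set KO-only peaks apart from WT-only peaks. At promoters the KO-only share was the higher by 3.43 percentage points (25.1% against 21.7%), with an interval from 0.481 to 6.28 that is beyond counting error. Of the overlapping peaks, 69.0% (65.8 to 72.0%) were at promoters for KO-only and 58.1% (53.6 to 62.6%) for WT-only. WT-only peaks overlap there as well, and each arm is 1 library, so this explanation cannot be told apart from a difference between the libraries. Away from promoters the difference was -0.731 points (4.55 against 5.28%), with an interval from -1.66 to 0.156 that is within counting error, and it cannot be told apart from no difference. The larger number of strong peaks in shDdx5, which take in places that either Mcm8 list detects, remains an untested alternative.

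FLAG-MCM8 peaks overlapped S9.6 peaks more often than IgG peaks did. At promoters the FLAG-MCM8 share with an S9.6 peak was 23.5 percentage points above that of IgG (36.8 and 13.3%). This argues against promoters that are tagged in every library, IgG included. Only 10.2% of IgG peaks were at promoters, so promoters tagged in the FLAG-MCM8 and S9.6 libraries but not in IgG are not argued against. Placements that kept the distance to a TSS reached at most 3.08% for FLAG-MCM8. They argue against a preference of both lists for promoters as the whole cause of that overlap. IgG peaks exceeded such placements too, at 4.83% against at most 1.98%, so the excess is not specific to FLAG-MCM8. The mean in placements was higher for FLAG-MCM8 (2.64%) than for IgG (1.69%), so such a preference may give part of the contrast. A preference for active TSSs stays open here too. Sites that need the R-loop would be lost after RNase H1. At equal list sizes, the share of FLAG-MCM8 peaks with an S9.6 peak less that with a peak labelled RNH1 was -0.196 percentage points (12.7 and 12.9%, interval from -0.9995 to 0.608). Both shares are of the same FLAG-MCM8 peaks. The interval treats them as separate sets, so it is not the counting error of this difference. The action of RNase H1 in that library was not measured here, so the difference cannot be told apart from that of a plasmid that had little effect. Open chromatin tagged in both the FLAG-MCM8 and S9.6 libraries was not tested, at promoters or elsewhere.

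The list labelled RNH1 had fewer peaks than the S9.6 list. A shallower library is argued against, as its depth was 1.06 times that of S9.6. Removal of hybrids by RNase H1 remains open as the biological explanation, and was not tested.

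The peak on MCM8 exons 9 and 10 in the S9.6 list and the list labelled RNH1 may hold reads from the FLAG-MCM8 construct, as its ends lay at most 12 bp from coding exon edges and it had the same ends in the FLAG-MCM8 list. A plasmid with a spliced coding sequence holds exons without introns. Carry-over of plasmid DNA between cultures or libraries, index misassignment in sequencing, and an unstated transfection were not tested against each other. No biological explanation was tested.

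The IgG list holds a like pattern at DDX5, where 75% of the ends of 2 peaks (3 of 4) lay within 20 bp of a coding exon edge, against 12.6% of such ends in that list. Reads from a DDX5 expression construct are a candidate explanation. A peak at GH1, chosen after its values were seen, was the strongest of the IgG list (chromosome 17, 63916679 to 63917311, fold 18.1) and of the list labelled RNH1 (63916689 to 63917308, fold 16.1), and the FLAG-MCM8 and S9.6 lists had none there. It overlaps exon 5, the last of GH1, and runs on downstream of the gene. No biological explanation of this peak was tested, and no plasmid sequence was examined. A plasmid that carried this region of GH1 could give the peak the same origin. If so, the IgG library would come from cells with another plasmid than the FLAG-MCM8 library, and would be an imperfect background for it.

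Fewer peaks of the shControl (3.31%) and shDdx5 (3.42%) lists lay on mouse chromosome 7 than of the WT (6.40%), KO (5.99%) and no-antibody (6.56%) lists. This chromosome was chosen after its values were seen. Fewer copies of chromosome 7 in those cultures would lower its local background. The share of chromosome 7 peaks with a background at the floor of the genome less that of the other autosomes was 9.72 percentage points in shControl and 9.003 in shDdx5, and -4.60 in WT, -6.22 in KO and -5.95 without antibody. The values of both sh lists are below the margin of 10 points first set for this test, which took 0 as the usual place of chromosome 7. Set against the other MEF lists, which lie below 0, they were higher by at least 13.6 points (8.25 to 18.9), and chromosome 7 ranked 1 of 19 autosomes in this shift in every pair of lists. Against the no-antibody list chromosome 13 came close. It shifted by 15.1 points in shControl, beside 15.7 (8.75 to 22.1) for chromosome 7, and by 11.8 in shDdx5, beside 15.0 (8.50 to 21.1). In shControl less WT chromosome 3 shifted by 9.46, beside 14.3 (8.41 to 19.9). The rank in these pairs is therefore within counting error. Fewer copies of chromosome 7 are thus a candidate explanation, by a test chosen after these values were seen. Copy number itself was not measured, and other differences between the cultures were not tested.

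Some of the strongest MEF peaks, chosen after their values were seen, were shared with the control. A peak on chromosome 11 (109011646 to 109012160 in WT, fold 27.4) was the strongest of all 5 MEF lists, no antibody included, and peaks over exon 21 of Lars2 (chromosome 9, 123461792 to 123462265 in WT, fold 29.5) were among the 5 strongest of each. Others were not, such as a peak in an intron of Kctd16 (chromosome 18, 40308037 to 40308437 in WT, fold 28.7), which was in the S9.6 lists only. In HEK293 cells 54 of the 100 strongest FLAG-MCM8 peaks had an IgG peak, as did 40 of the 100 strongest S9.6 peaks.

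The number of FLAG-MCM8 peaks with an S9.6 peak here was 1795 of 13295 (13.5%). The number and the share are both higher than those quoted from the study above, which counted fewer MCM8-binding sites. With at least 50% of both peaks in common they were 1031 and 7.76%, a lower share than that of the study.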
